A study of Homo sapiens with 12 samples. Its data were reported in "High-dose ascorbic acid synergizes with anti-PD1 in a lymphoma mouse model" (2020).

How the data were processed

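RNA sequencing of polyA RNA was performed in Ly1 (OCI-Ly1) cells, a human B cell lymphoma line, that were given no ascorbic acid (control) or treated with it (AA). Each group held 2 replicates, and each replicate was deposited as 3 samples that the labels number l1 to l3, which gives 12 samples. The labels do not define these numbers. They were taken as repeat runs of 1 library, because the series text counts 2 control and 2 AA samples, and their counts were summed, so that n is 2 per group.

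The authors extracted RNA with a column kit and prepared Illumina TruSeq libraries. The deposited values were raw counts of reads per gene, with 63677 Ensembl gene identifiers in each sample and the closing summary lines that htseq-count writes. They had not been normalized. The study names a genome build (hg19) for the positions of its HERV loci. The aligner, and the build, annotation release and strand setting behind the gene counts, are not given in the sources used here, so no coordinates are printed and the counts of genes that overlap another gene are uncertain. The study's counts per HERV locus, its differential test of those loci and its methylation data were not analysed here.

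Reads without a gene (the no-feature line) and reads matching more than 1 gene (the ambiguous line) were kept out of library sizes and tests. Over the summed libraries the no-feature share was 32.9% and 41.0% in control replicates 1 and 2, and 35.0% and 37.4% in AA replicates 1 and 2. The ambiguous share ran from 3.53% to 4.02%. The files listed 37 mitochondrial gene identifiers, of which 0 had a count in any run. Gene symbols came from the reference name tables and were found for 39699 of the 63677 identifiers. GC content was that of the longest GENCODE transcript of a gene and was available for 95.8% of the 19322 genes tested.

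Library totals were 24359044 and 26336445 gene counts for the control replicates and 16983935 and 27345856 for the AA replicates. Genes near 1 CPM rested on few reads and carry large counting error. These errors cover counting only, since PCR duplicates cannot be told from separate molecules in gene counts.

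Differential expression was tested with edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM normalization, the filterByExpr filter, a design with group as its only term and the quasi-likelihood F-test. P values were adjusted by the Benjamini-Hochberg method, and an adjusted p below 0.05 was the threshold. The share of genes higher with AA was also counted at an unadjusted p below 0.01, the cut that the study used for HERV loci. Standard errors of log2 fold changes were derived from the F statistic. CPM values of libraries, and the CPM of BRCA1 and BRCA2 per run, were scaled by TMM. The summed CPM of the adherent, fibroblast, epithelial and T cell gene lists per run, the CPM of single genes of these lists, and the ratios of BRCA1 and BRCA2 between groups used plain count totals. The 9 gene lists, written before the data were examined, were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the 9 lists. They covered the interferon response, antigen presentation, cancer testis antigens, methylation enzymes, HIF targets, NRF2 targets, ATF4 targets, the cell cycle and cholesterol synthesis. The median of each list was also ranked among 10000 random lists of the same size matched on mean expression. HERV-derived genes were taken as those whose symbol begins with ERV.

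Named genes were fixed before the data were examined. CD274, TET1, TET2, TET3, DNMT1, DNMT3A and DNMT3B were always named. Further names were the 5 genes with the largest change in each direction among those with an adjusted p below 0.05, a mean of at least 50 counts and both AA libraries on 1 side of both controls. From each list up to 3 members with an adjusted p below 0.05 were eligible, as were up to 5 ERV genes with an unadjusted p below 0.01 and at least 10 counts on average. If none passed, none was named. Any other gene named in the text was chosen after its values were seen.

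Agreement of runs was measured as a Pearson chi-square of the counts divided by its degrees of freedom, over genes with at least 50 counts in total, after binomial thinning to the total of the shallowest run. The trend on GC content was fitted by loess (span 0.3) on log2 CPM and removed through offsets. Same-numbered replicates were compared by the correlation of their deviations from the group means across genes. Alternatives included DESeq2 1.42.0 with default settings, limma-voom, other scalings and filters, the replicate number as a block, single runs and leaving out each replicate in turn. Alternatives with a GC correction or a crossed pairing, and those that dropped run l2 or run l1 of AA replicate 1, were added after the data had been seen.

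The test was tried on simulated data with the means, library sizes and dispersions of the 4 libraries. Of 200 genes changed by a factor of 2 in the AA against control comparison, 61.5% were recovered among 18732 genes tested, and 7.52% of the calls were false. At a factor of 4 the recovery was 97.0% among 18711 genes tested. In these 2 simulations the 200 genes changed together, averaged above 1 CPM, and no GC trend was present. Fewer true changes in the data would face a stricter cut, so both shares can overstate the recovery. In the data CHAC1 had a log2 fold change of 2.13 and an adjusted p of 0.48 by edgeR's quasi-likelihood test. A GC trend placed in 1 simulated library (Spearman 0.60 between AA 1 and AA 2 over 17941 genes) fell to 0.01 after the correction. A simulated list of raised genes was called higher, and 4 of 200 unchanged lists had a p below 0.05 over 18724 genes.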

Results

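Gene expression was measured by RNA sequencing in Ly1 (OCI-Ly1) B cell lymphoma cells with and without ascorbic acid (AA, vitamin C), in 2 control and 2 AA libraries. The series was collected to examine expression of human endogenous retroviruses (HERVs), remnants of ancient retroviral insertions in the genome. Each library was the sum of 3 runs, l1 to l3. Library totals were 24359044 and 26336445 gene counts in control replicates 1 and 2, and 16983935 and 27345856 in AA replicates 1 and 2. Single runs held between 2147303 and 18151346 counts, and run l1 supplied from 45.6% to 67.7% of a library.

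Runs and replicates were compared by the chi-square per degree of freedom of their counts, which is 1 for sampling noise and grows with depth, so each was first thinned to 2147303 counts. The 12 pairs of runs within a library gave 1.37 to 4.89, with the highest value for runs l1 and l3 of AA replicate 1. The 6 pairs of same-numbered runs of replicates gave 4.33 to 6.80, and of the 12 pairs within a library only that 1 pair reached this range, the next highest being 3.57. The summed libraries gave 6.48 between the control replicates and 5.16 between the AA replicates. Without thinning, the 3 runs of a library gave 3.26 to 6.67, and runs l1 and l3 of AA replicate 1 gave 11.5. The runs therefore differed by more than sampling noise. Part of the difference followed GC content. The slope of log2 CPM on GC content rose from run l1 to run l3 in each of the 4 libraries. Libraries also differed in this trend. The log ratio of AA replicate 1 to AA replicate 2 correlated with GC content across 11171 genes (Spearman 0.75, across genes, which are not independent replicates), and that of control replicate 1 to control replicate 2 did so with the opposite sign (Spearman -0.45).

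**Figure D1:**
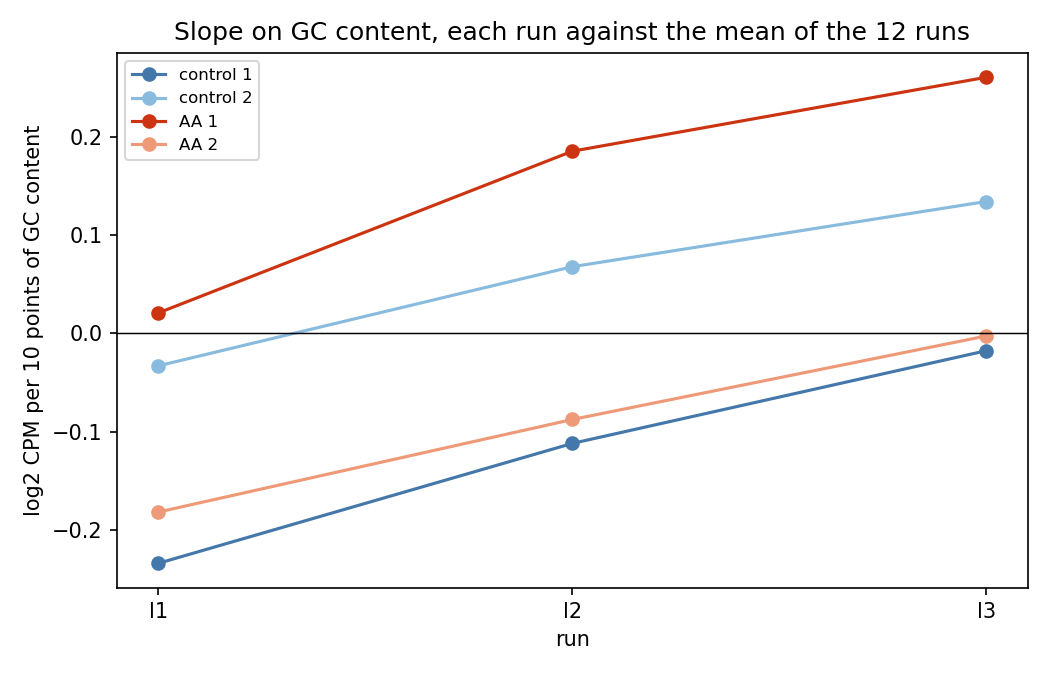
Slope of log2 CPM on GC content (y axis, log2 units per 10 percentage points of GC) for runs l1 to l3 (x axis), with 1 line per library and each run taken against the mean of the 12 runs. AA 1 and control 2 lie above AA 2 and control 1 in every run, with slopes from -0.23 (control 1, run l1) to 0.26 (AA 1, run l3).

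The first comparison asked which genes changed with AA. Of 19322 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (n = 2 per group), and the lowest Benjamini-Hochberg adjusted p was 0.48. At an unadjusted p below 0.05 there were 657 genes, fewer than the 966.1 that uniform p-values would give. DESeq2 called 2 genes, both higher with AA, and limma-voom called 0. The alternative that moved the count most among those with 4 libraries was a crossed pairing of replicates, chosen after the data had been seen, with 74 genes. At an unadjusted p below 0.05 it gave 1436 genes, and 1278 with the GC correction as well. Its block is the split of the libraries with the most genes, so a rise in these counts follows in part from the choice. The biological coefficient of variation was 0.17. Both AA libraries lay above both controls in 15.4% of genes and below them in 13.1%. Chance alone would put 33.3% in these 2 classes together if the 4 libraries were exchangeable. The deviations of same-numbered replicates from their group means correlated at -0.44 across genes. That share is therefore not a fair reference here, and no conclusion is drawn from it.

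No gene met the rule for naming by size of change. The 2 genes called by DESeq2 were CHAC1 and TAS1R1, and they are named after their values were seen. CHAC1 was at 4.04 and 2.38 CPM in the control libraries and at 20.4 and 8.24 CPM in the AA libraries. Its log2 fold change was 2.13 ± 0.40 (SE) with an edgeR adjusted p of 0.48 and a DESeq2 adjusted p of 0.0076. TAS1R1 was at 14.6 ± 0.37 CPM in controls and 31.4 ± 3.91 CPM with AA (mean ± SD, n = 2). Its log2 fold change was 1.10 ± 0.20 (SE) with an edgeR adjusted p of 0.48 and a DESeq2 adjusted p of 0.038.

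The study used an unadjusted p below 0.01 for HERV loci, and the same cut was applied to genes. It selected 115 genes, of which 99 were higher and 16 lower with AA, a share of 86.1% higher. Uniform p-values would give 193.2 genes at this cut. With the crossed pairing of replicates, added after the data had been seen, the cut selected 511 genes (394 higher and 117 lower), and with the GC correction as well it selected 462. The share moved most when the 12 runs were treated as independent samples, to 53.8%. Without control replicate 1 it was 59.9%. Without AA replicate 1 it was 74.5%, and without AA replicate 2 it was 77.7%.

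HERV expression could be read here only through genes named for a retroviral element. The files held 14 genes whose symbol begins with ERV, and 8 had enough counts to test. Of these, 5 were higher and 3 lower with AA. None had an unadjusted p below 0.05 in the edgeR fit with group as its only term or in DESeq2. In edgeR, 3 did without control replicate 2, 1 did with the crossed pairing, 1 did with the 12 runs as samples and 2 did with the GC correction and crossed pairing. In the fit without pairing, 0 passed when adjusted over the list alone or over all genes tested. Log2 fold changes ran from -0.55 to 0.42 with a median of 0.14, and the lowest unadjusted p was 0.17 by edgeR's quasi-likelihood test. Reads of related retroviral copies can be shared among these genes, so the single values are uncertain.

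CD274, which encodes PD-L1, was examined because the study asked whether AA alters its expression. It was counted at 1.41 ± 0.07 CPM in controls and 1.49 ± 0.16 CPM with AA (mean ± SD, n = 2), which is 32 and 40 counts against 23 and 44. The log2 fold change was 0.09 ± 0.40 (SE), and the edgeR adjusted p was 0.9999. A difference was not detectable at this depth. The direction was not stable, since it turned to -0.07 without AA replicate 2 and to -0.33 in run l3 alone, while it was 0.33 in run l1 alone.

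The enzymes that add or oxidize cytosine methylation were compared in the same fit, and none differed by edgeR's adjusted p. TET1 was at 14.1 ± 1.93 CPM in controls and 13.98 ± 3.03 CPM with AA. TET2 was at 93.4 ± 2.18 CPM and 95.3 ± 6.63 CPM. TET3 was at 82.7 ± 1.30 CPM and 77.2 ± 4.58 CPM. DNMT1 was at 450.3 ± 34.99 CPM and 412.5 ± 44.2 CPM. DNMT3A was at 17.3 ± 1.22 CPM and 19.3 ± 3.37 CPM, and DNMT3B at 17.9 ± 1.89 CPM and 17.6 ± 1.79 CPM (mean ± SD, n = 2 for each). The largest log2 fold changes among them were 0.15 for DNMT3A (SE 0.21) and -0.13 for DNMT1 (SE 0.17).

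**Figure D2:**
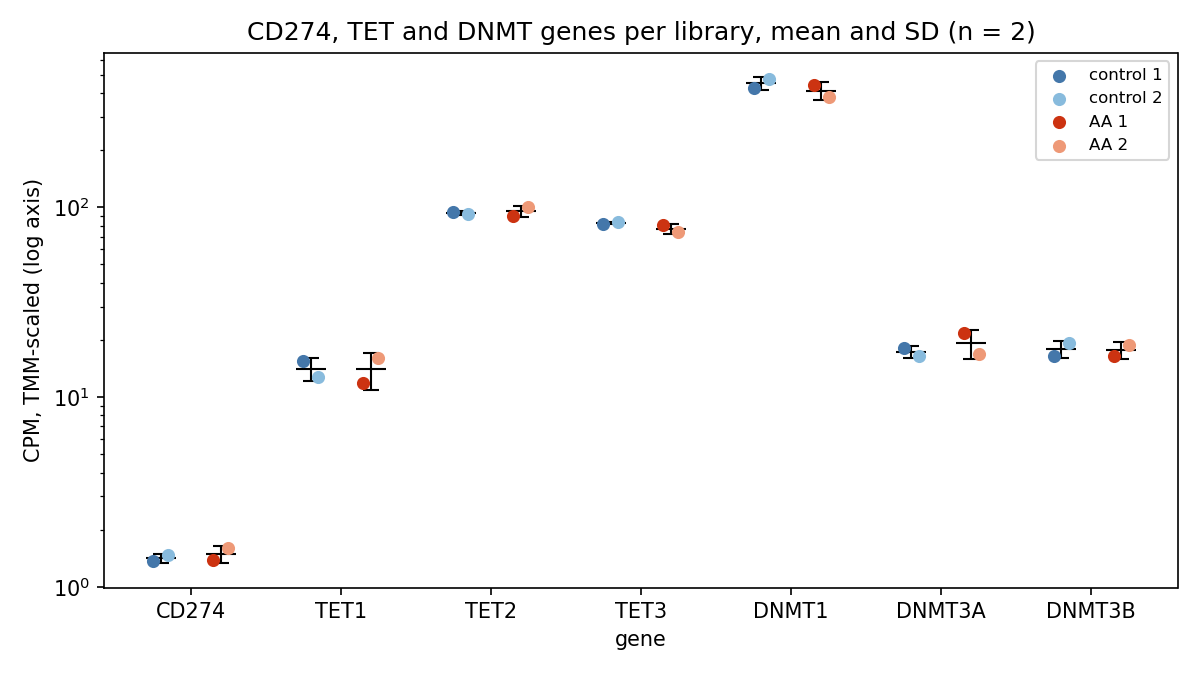
CPM (y axis, log scale) of CD274, the TET genes and the DNMT genes (x axis) in each library, with black bars for the mean and SD of the 2 libraries of a group. Except for TET3, the control and AA libraries overlap, and the TET3 difference (82.7 against 77.2 CPM) did not pass the test.

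The 9 gene lists asked whether groups of genes moved together. By camera with its preset correlation, 4 lists passed an adjusted p of 0.05. HIF targets were higher with AA, with 28 of 30 members higher, a median log2 fold change of 0.21 and an adjusted p of 1.5e-06. ATF4 targets were higher, with 17 of 18 members higher, a median of 0.23 and an adjusted p of 0.00094. Cholesterol synthesis genes were higher, with 19 of 20 members higher, a median of 0.17 and an adjusted p of 0.011. Cell cycle genes were lower, with 19 of 25 members lower, a median of -0.30 and an adjusted p of 1.6e-05. None of the 4 calls held under fry (adjusted p 0.45 for each) or under camera with an estimated correlation (adjusted p 0.60 for each). Without control replicate 2 only the cell cycle list passed, and without control replicate 1 the cell cycle list did not (median -0.09, adjusted p 0.18).

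The other 5 lists did not pass. Median log2 fold changes were 0.03 for the interferon response, 0.01 for antigen presentation, 0.14 for cancer testis antigens and -0.01 for NRF2 targets. For methylation enzymes the median was 0.0039 and the mean 0.0068, while the camera test pointed down (adjusted p 0.79). Adjusted over the list alone, 5 HIF targets, 3 ATF4 targets and 1 cancer testis antigen had an adjusted p below 0.05 in the edgeR fit, against 0 when adjusted over all genes tested. The other 6 lists had 0 by either adjustment. Set among random lists matched on mean expression, the HIF, ATF4 and cholesterol medians lay above the upper bounds of 0.08, 0.11 and 0.08 of the central range of random medians, and the cell cycle median lay below its lower bound of -0.08.

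**Figure D3:**
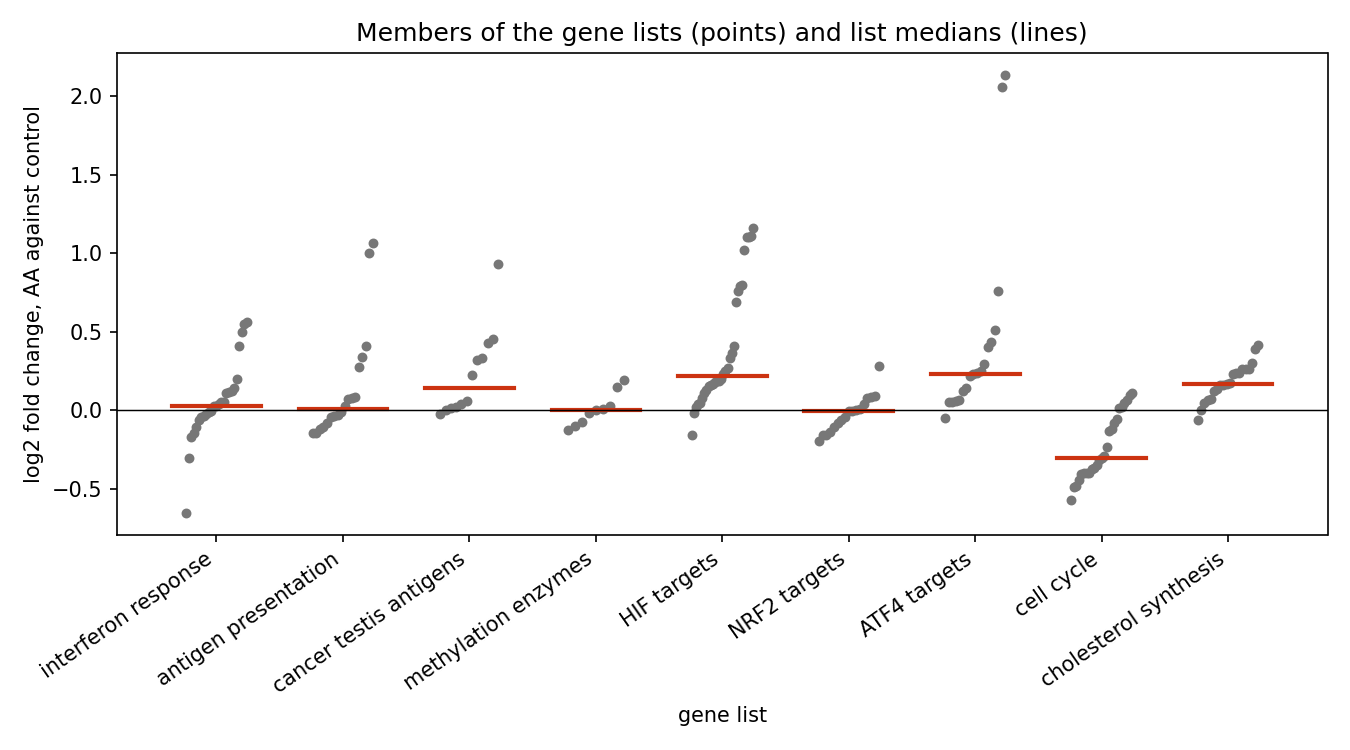
Log2 fold change of AA against control (y axis) for each tested member (points) of the 9 gene lists (x axis), with a line at each list's median. The medians of the HIF, ATF4 and cholesterol lists lie at 0.21, 0.23 and 0.17 and that of the cell cycle list at -0.30, while the interferon and antigen presentation medians lie at 0.03 and 0.01.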

Values the study reported

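In lymphoma cells, the study counted 70% of the HERVs past its cut of P < 0.01 as higher after AA. It treated the cells with 1 mM AA for 6 h. All cells, controls included, were exposed to catalase beforehand. After the treatment the cells were washed, moved to fresh medium and harvested only later. By RT-PCR, the study saw PD-L1 go up in none of the 4 lymphoma lines it examined.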

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

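The tests on BRCA1 and BRCA2 in this part were chosen only after their counts were seen. Outlying values were sought by Dixon's criterion among the 6 runs of each group. The 3 runs of a library are not independent, so the criterion is only a pointer here. It picked 1 of 22 sets of values, and chance alone picks about 1 in 20. BRCA1 and BRCA2 were added because their counts had been seen, so their 2 picks are not set against chance.

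The first was the total of run l1 of AA replicate 2, with 18151346 gene counts against 7742729 in the next run of the AA group. The l1 runs of the control libraries were similarly deep (14542977 and 17839024 counts), so the low total belongs to run l1 of AA replicate 1. No biological explanation was tested for a sequencing depth.

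The other 2 were BRCA1 and BRCA2 in run l1 of AA replicate 1, with 1010 and 1278 CPM. The next highest AA runs had 137 and 84.7 CPM. In raw counts, BRCA2 had 9787 in this run and 1359 in run l1 of AA replicate 2. Runs l2 and l3 of the same library had 124 and 320 counts of BRCA2. Induction by AA is argued against, because with runs l2 and l3 of each library pooled the highest ratio of AA to mean control CPM over both genes was 0.94. In single runs other than this one the highest ratio was 1.07, for BRCA2 in run l2 of AA replicate 2. A GC trend between runs is also argued against, since the smaller of both log2 excesses was still 2.92 after the trend was removed. Among 6936 genes with at least 200 counts in this run, 2 showed an excess of at least 3 times that of the other libraries, namely BRCA1 and BRCA2, and in the other 3 libraries the number was 0. An excess held by 2 genes in 1 run is consistent with reads of another library, for instance one enriched for these genes, having entered this run. That source was not identified. The log2 fold changes of 1.17 for BRCA1 and 2.03 for BRCA2 in the summed data rest on this run.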

How the results depend on the processing

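The alternatives with a GC correction or a crossed pairing, and those without run l2 or without run l1 of AA replicate 1, were chosen after seeing the data. The others were fixed before the data were examined.

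The count of genes at an adjusted p below 0.05 was 0 and stayed at 0 under 16 of 24 alternatives. Among them were limma-voom, other scalings and filters, and each run alone. Another 2 of the 16 were stricter cuts on the main fit, where 0 was certain, so they test nothing. The count was 2 with DESeq2 (CHAC1 and TAS1R1). It was 328 when the 12 runs were treated as independent samples, which counts runs of 1 library as replicates. Leaving out a replicate gave from 0 to 14 genes, with 14 without control replicate 1 and 11 without AA replicate 2. In these fits the lone library of a group is assumed to vary like the other group. Same-numbered deviations correlated at -0.44 across 11171 genes, which gives no sign that the replicate numbers pair the libraries. Each group supplies only 1 difference between replicates, and the GC trends of these differences had opposite signs. The correlation therefore cannot exclude a pairing by number. The replicate block gave 1 gene (CHAC1), and the GC correction with the replicate block gave 10, all higher. The negative correlation (-0.21 after GC correction) led to the crossed pairing, which gave 74 genes and, with the GC correction, 63. That block is the split with the most genes, so a rise follows in part from its choice.

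The share of genes higher with AA at an unadjusted p below 0.01 was above 50% under all 22 alternatives. It was 86.1% as reported, 70.8% in run l2 alone, 76.25% in run l3 alone and 53.8% with the 12 runs as samples. It was 68.9% with the GC correction, 72.1% with the GC correction and the replicate block, 77.1% with the crossed pairing and 63.9% with the GC correction and crossed pairing. Leaving out a replicate gave 59.9% to 85.7%, and it was 89.8% without run l1 of AA replicate 1. The cause of these shifts was not tested, apart from the GC trend. The GC-corrected fit selected 196 genes at this cut and shared 101 of the 115.

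The number of ERV genes at an unadjusted p below 0.01 was 0 under all 22 alternatives, the replicate block among them. With only 8 genes tested in the main fit, 0 at this cut was likely from the start. Its stability therefore says little about HERV expression. At an unadjusted p below 0.05 there were 3 without control replicate 2 (lowest p 0.013 by edgeR), 2 with the GC correction and crossed pairing (lowest p 0.010), 1 with the crossed pairing and 1 with the 12 runs as samples. The direction of these genes was less stable, since without control replicate 1 only 2 of 8 were higher. The log2 fold change of CD274 stayed below the threshold throughout. It reversed to -0.33 in run l3 alone and was 0.33 in run l1 alone, and leaving out a replicate gave -0.065 (without AA replicate 2) to 0.18. With the replicate block it was 0.08. In run l2 alone CD274 had too few counts to be tested.

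The number of gene lists past the threshold was 4 and fell to 0 with fry and to 0 with an estimated correlation. Both take the correlation among members from the data, but whether either could pass a list with 4 libraries was not tested, so the losses are not assigned to the correlation. Leaving out a replicate gave 1 to 4 lists. It was 1 without control replicate 2, where HIF targets (adjusted p 0.31), ATF4 targets (0.41) and cholesterol synthesis (0.74) were lost. Without AA replicate 1 the ATF4 (0.065) and cholesterol (0.085) lists were lost, and without AA replicate 2 the cholesterol list was (0.17). The cancer testis list passed without control replicate 1 (0.012), without AA replicate 1 (0.033) and in run l1 alone (0.047). The replicate block gave 4 lists, and no list that passed changed direction under any of its 18 alternatives. Over these, adjusted p ran from 2.9e-08 to 0.60 for HIF targets and from 2.6e-07 to 0.60 for the cell cycle. Over the scaling alternatives the median log2 fold change of all genes stayed between -0.0050 and 0.015.

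With 2 libraries per group, simulated changes by a factor of 2 were recovered in 61.5% of genes, so changes of that size in single genes can be missed. That simulation changed 200 genes at once and held no GC trend, so recovery in the data may be lower. CD274 rested on 23 to 44 counts per library. Of the 14 ERV genes, 6 had too few counts to be tested.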

Other observations

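The tests on GC content and on the splits, those on AA replicate 1 for the HIF, ATF4 and cell cycle lists, and those on each other library for all 4 lists were chosen only after the result was seen, except the GC test of the cholesterol list, the GC test of run l2 and the test on mixing of runs. For the transcripts in run l2 the predictions were written beforehand, but the exact binomial tests, the restriction to genes under 1 CPM and the use of the collagens alone were chosen after the values had been seen.

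The 4 libraries can be split into 2 pairs in 3 ways, and the treatment was not the split with the most genes. AA 1 with control 2 against AA 2 with control 1 gave 292 genes at an adjusted p below 0.05 and 1158 at an unadjusted p below 0.01 in edgeR. AA against control gave 0 and 115, and the remaining split gave 0 and 36. In 2 of the 3 splits the number at an unadjusted p below 0.01 was at least that of the treatment, and with 3 splits chance cannot be excluded. These fits had no pairing, so the difference between the pairs of the largest split adds to the residual spread of the treatment test. With that pairing as a block, the treatment gave 74 genes at an adjusted p below 0.05 and 511 at an unadjusted p below 0.01. The block is the largest split, chosen after the data had been seen, so a rise follows in part from the choice. The larger split may come in part from the GC trend, since after its removal 39 genes were called, of which 35 were among the 292. Unequal mixing of runs in the sums is argued against, because within run l3 alone the split still gave 796 genes at an unadjusted p below 0.01 and the treatment 80. What remained after GC correction stays open, including a difference of culture or preparation between the pairs, for which the labels give no batch.

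More genes were higher than lower with AA at an unadjusted p below 0.01, 99 against 16. After GC correction the numbers were 135 and 61, a share of 68.9% higher. The share fell because more genes were selected as lower, not because fewer were higher, so the fall does not show that the excess came from the trend. The excess itself stayed, which argues against the trend as its whole cause. With DESeq2 size factors in place of TMM the numbers were 97 and 22, and with library size only 74 and 20. The median log2 fold change of all genes stayed between -0.0050 and 0.015 over these scalings. These values argue against a composition effect acting through the scaling as the whole cause of the excess. Without run l2, which held foreign transcripts, 88 genes were higher and 12 lower, so the excess did not rest on that run alone. Of the 115 genes selected with all runs, 104 were tested without run l2 and 88 were selected again. Single selected genes may therefore rest on reads of run l2. The selected genes are not independent of each other, and a response to AA stays open.

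The 4 lists past the camera threshold were set against technical explanations. After GC correction the medians were 0.20 for HIF targets, 0.13 for ATF4 targets, -0.31 for the cell cycle and 0.18 for cholesterol synthesis, each outside the range of random lists. Without run l2 the adjusted p was 1.9e-06, 0.00070, 1.5e-05 and 0.013 in that order. Without AA replicate 1 the medians were 0.22, 0.092, -0.34 and 0.18, with the direction unchanged. These tests argue against the GC trend or foreign reads in run l2 as the whole cause of each direction. The medians without AA replicate 1 lay outside the range of random lists for HIF targets, the cell cycle and cholesterol synthesis. The cholesterol call was still lost. For ATF4 targets the median of 0.092 lay within the random range of -0.099 to 0.10, and that call was lost as well. The other libraries were held to the same rule, again with the lists in that order. The medians were 0.34, 0.36, -0.087 and 0.28 without control replicate 1, 0.13, 0.16, -0.42 and 0.050 without control replicate 2, and 0.23, 0.42, -0.27 and 0.12 without AA replicate 2. All kept their direction, so the direction of each list did not hang on any 1 library. They lay outside the range of random lists, except cholesterol synthesis without control replicate 2, where the range was -0.16 to 0.068. Random lists lack the correlation among members of a list, so their range can be too narrow. A single library as the main source of a list's shift, AA replicate 1 included, is therefore not excluded for any list. Calls were lost in other fits too, without control replicate 2 for HIF targets (adjusted p 0.31) and ATF4 targets (0.41), without control replicate 1 for the cell cycle (0.18) and without AA replicate 2 for cholesterol synthesis (0.17). A response to AA and a difference in culture state, such as density or medium, cannot be separated by these data and both stay open.

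Run l2 held transcripts that runs l1 and l3 nearly lacked. CAV1 had 61 counts over the l2 runs and 0 in the others, and EGFR had 46 and 0. Lists of 28 adherent, 13 fibroblast, 9 epithelial and 9 T cell genes, written before they were tested, were compared between runs. The lymphoma cells express some members themselves, namely 11, 1, 1 and 2 genes at 1 CPM or more in runs l1 and l3, and these can hide added reads. The outcome depended on the rule. A first rule asked for a list sum in run l2 of at least 1.5 times the mean of runs l1 and l3. The adherent list reached 1.38, and 1.45 after GC correction, so under that rule adherent cells were argued against and the GC trend was not. Under an exact binomial test of the whole lists, which follows the written wording and reversed both outcomes, the adherent list was higher in run l2 in 3 of 4 libraries, the epithelial list in 1, and the fibroblast and T cell lists in 0. The last rule used sums over genes under 1 CPM in runs l1 and l3. For adherent cells these were higher in run l2 in 4 of 4 libraries by the one-sided exact binomial test. The sums were 68.8 CPM in run l2 and 2.04 CPM in runs l1 and l3. This restriction favours a higher sum in run l2, since genes were kept for being low in the runs it is compared with. It did not force one, as the T cell list was higher in 0 libraries.

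By the last rule the GC trend is argued against, since the adherent genes were still higher in 4 libraries after its removal. The epithelial genes were higher in 4 libraries, with CLDN1 at 21 counts, KRT8 at 16, KRT19 at 5 and KRT18 at 4 in run l2 and each at 0 elsewhere, while CDH1 and KRT7 were at 0 throughout. T cells are argued against, with 0 libraries higher and 7 counts of 7 genes in run l2, where CD2 and CD3D had 0. The fibroblast genes were higher in 4 libraries, but 31 of their 39 counts in run l2 were SPARC. Fibroblasts are argued against by the collagens named in advance, whose median was 0 counts in run l2 over 5 genes, against 42 for the 17 adherent genes. Reads from a library of adherent cells, possibly epithelial ones, in run l2 are a candidate explanation. The source was not identified, and no biological explanation was tested.

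The study's share for HERV loci and the share of genes given here have different denominators, so no direction is drawn between them.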
